A study of Homo sapiens with 4 samples. Its data were reported in "Activating p53 abolishes self-renewal of quiescent leukaemic stem cells in residual CML disease" (2024).

How the data were processed

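p53 ChIP-seq was analysed in BV173 cells without drug and after 6 hrs with 300 nM idasanutlin, with 1 ChIP and 1 input library per condition. Samples were grouped by their labels alone. The authors trimmed paired-end reads with Trim Galore! 0.4.3.1, aligned them to hg38 with Bowtie2 2.3.4.2, called narrow peaks in each library with MACS2 2.2.7.1 at a q value of 0.05 and annotated the peaks with ChIPseeker 1.28.3 against the UCSC known genes. Libraries were not pooled. Handling of duplicate reads and any filter on mapping quality were not stated.

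The deposited peak tables give, for each peak, its position, summit, MACS2 pileup signal at the summit, fold enrichment, −log10 p and −log10 q, annotation class and nearest gene. The pileup deposited by the authors is a whole number of fragments and the fold enrichment deposited by the authors is the ratio of pileup plus 1 to local background plus 1. The −log10 values are those the authors' peak caller wrote. Positions are given as deposited; the start of each peak lies 1 bp to the right of the MACS2 start, since the width column was 1 less than the MACS2 length in every peak. The interval files held the same coordinates. Peak numbers ran to 131 and 2290, so 12 and 129 numbers were absent from the tables; all gaps fell between chromosomes and none within one, and all peaks analysed lay on chromosomes 1 to 22, X and Y.

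The local background of each peak was recovered from its pileup and fold enrichment. Its minimum, the genome-wide background, was 2.55 without drug and 2.85 with idasanutlin. Above that minimum, 65.7% of no-drug and 69.2% of idasanutlin backgrounds were whole multiples of a single factor, 0.994 and 0.928 respectively. Whole multiples of this kind arise when a control library is scaled to the ChIP library, so the background is called the control background here, although the use of the inputs as controls was not stated. Relative ChIP depth was taken as the minimum background divided by the shortest MACS2 peak length (180 and 215 bp), which MACS2 sets to the fragment length. No read totals were used. The paper states a minimum depth in reads for each library, and relative depth is known only as this ratio.

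A no-drug peak was counted as shared when it overlapped an idasanutlin peak by at least 1 bp. Chance overlap came from 10000 random placements of the no-drug peaks on their own chromosomes. The rank of shared peaks was the percentile of their median fold enrichment among 10000 random lists of as many idasanutlin peaks. Response elements were sought on hg38 in the 101 bp centred on the summit as 2 adjacent copies of RRRCWWGYYY with at most 3 mismatches of 20 positions, C at position 4 and G at position 7 of each copy being required; the pattern is its own reverse complement, so 1 strand covers both. Windows of the same width 2000 bp to either side gave the background, leaving out windows that held undetermined bases or ran off the chromosome. Flanks of whole-peak width were centred at the same distance, so those of peaks about 2000 bp wide or wider reached into the peak itself. Sequence was called single-copy when the median number of occurrences on the 24 chromosomes, over the 24-mers in the 101 bp around the summit, was 1. Gene features under summits came from GENCODE 44. Random lists of 40 genes were drawn from 20007 protein-coding genes. Shares have 95% Wilson intervals. The exceptions are the 22 no-drug peaks on chromosome 8 without a partner and the 25 on chromosome Y. For these, with a count of 0, the limit given is 3 counts of the total. No test between conditions was made because each had 1 library.

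Genes and peaks were named by a rule fixed in advance: panel genes with a peak in both lists, with those assigned none listed; a set of regulators and markers; the 10 peaks with the highest fold enrichment in each list; and the 5 most enriched no-drug peaks without a partner. Panel genes with a peak only with idasanutlin were listed in addition. Some items that the rule selects are not reported here. Alternatives covered stricter q values (0.01 and 0.001), a minimum fold enrichment of 5, merging of peaks within 1000 bp, other definitions of overlap, promoter, gene assignment and response element, flanks at 10000 bp, and gene lists matched on length in 10 bins. The element scan, overlap count, copy number and background recovery were tested on simulated data; all planted elements (100% of those in 3000 simulated windows) were found and 0.308% of the windows without a planted element were called. Computation used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, Numba 0.67.0 and Matplotlib 3.10.9.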

Results

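The series measured where the transcription factor p53 sat on the genome of BV173 cells, a chronic myeloid leukaemia line established from lymphoid blast crisis. Chromatin was immunoprecipitated with an antibody against p53 and sequenced (ChIP-seq). Cells were either left without drug or cultured for 6 hrs with 300 nM idasanutlin, an inhibitor of MDM2, the ubiquitin ligase that drives p53 degradation. The 4 samples comprised 1 p53 ChIP library and 1 input library for each condition. Peak lists were analysed for both ChIP libraries; the inputs were not analysed on their own. With 1 library per condition there were no replicates, so differences between the lists are differences between 2 libraries and no p-value is given for them. Intervals are 95% Wilson intervals and cover counting error only. The peak tables carry no read totals, but the background values within them placed the depth of the no-drug ChIP library at 1.07 times that of the idasanutlin library.

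The first question was how many p53 ChIP peaks were called before and after MDM2 inhibition. The no-drug list held 119 peaks and the idasanutlin list held 2161 peaks, 18.2 times as many. The ratio moved most when only peaks with a fold enrichment of at least 5 were counted, to 7.61, and it was 30.05 without chromosomes 8 and Y. Peaks covered 34.3 kb without drug and 907 kb with idasanutlin, a ratio of 26.4. The median peak width was 248 bp without drug (interquartile range 199 to 338.5 bp) and 330 bp with idasanutlin (255 to 456.0 bp). Fold enrichment, as the authors' peak caller gave it, had a median of 5.52 in the no-drug list and reached 15.4. In the idasanutlin list the median was 3.53 and the highest value was 27.8. These values rank peaks within a list and are not compared between lists. Summits lay in single-copy sequence for 68 of 119 no-drug peaks (57.1%, interval 48.2 to 65.7%) and for 1520 of 2161 idasanutlin peaks (70.3%, 68.4 to 72.2%).

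The next comparison asked whether regions with a called peak without drug also had one with idasanutlin. Of the 119 no-drug peaks, 75 overlapped an idasanutlin peak by at least 1 bp (63.0%, interval 54.1 to 71.2%). When the no-drug peaks were placed at random on their own chromosomes 10000 times, the median overlap was 0 peaks and the maximum was 2. Requiring summits within 100 bp of each other gave the lowest share, 53.8%. The 25 no-drug peaks on chromosome Y all had a partner, and among the other 94 peaks 50 did. In the opposite direction, 67 idasanutlin peaks overlapped a no-drug peak and 2094 did not.

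The shared peaks ranked high in the idasanutlin list. Their median fold enrichment was 14.5, against 3.53 for all idasanutlin peaks, and 10000 random lists of 67 idasanutlin peaks had medians between 2.68 and 4.93. Of the 67 shared peaks, 48 were among the 100 most enriched and 66 were in the top quartile. On chromosome Y lay 17 of the 67, in repeated sequence, and the ranking was not repeated without them. Ranking by −log10 q or by peak width also put the shared peaks above all 10000 random lists. Wider peaks have more room to overlap, so the ranking by width adds little.

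**Figure D1:**
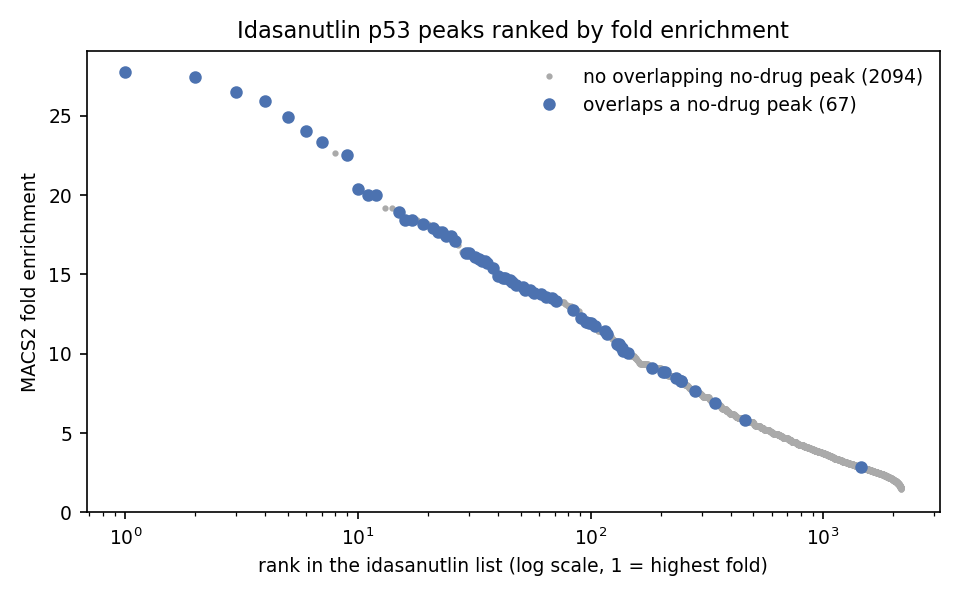
Fold enrichment of each idasanutlin peak (y axis, as given by the authors' peak caller) against its rank in the list (x axis, log scale). Blue points are the 67 peaks that overlap a no-drug peak, 48 of them within the first 100 ranks and 17 of them on chromosome Y. Grey points are the 2094 others.

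Peaks were then compared by genomic annotation, as the authors assigned it. Promoters, taken as up to 3 kb from a transcription start site (TSS), held 10 of 119 no-drug peaks (8.40%, interval 4.63 to 14.8%) and 390 of 2161 idasanutlin peaks (18.0%, 16.5 to 19.7%). The shares within 1 kb of a TSS were 4.202% and 8.84%. Introns held 23.5% of no-drug peaks (16.8 to 31.9%) and 37.8% of idasanutlin peaks (35.7 to 39.8%). Distal intergenic sequence held 68.1% (59.2 to 75.8%) and 40.3% (38.3 to 42.4%). Among single-copy peaks the lists lay closer. The distal intergenic share was 48.5% without drug, below the interval for all no-drug peaks, and 38.75% with idasanutlin. The single-copy promoter shares were 13.2% without drug and 19.7% with idasanutlin. These shares are given without intervals, so whether the lists separate there is left open. Among the 100 idasanutlin peaks with the highest fold enrichment, 60% were distal intergenic and 20% lay in promoters. The median distance from peak to assigned TSS was 85.2 kb without drug and 18.9 kb with idasanutlin. The no-drug list included 25 chromosome Y peaks, all assigned to SPRY3 and each farther from its TSS than the no-drug median. These peaks raised that median, and none was taken without them.

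Each peak had been assigned to the gene with the nearest TSS. The no-drug peaks named 88 genes and the idasanutlin peaks 1688, a ratio of 19.2, with 57 gene symbols in both lists. Counting only peaks within 10 kb of the TSS reduced these to 23 and 667 genes. Peaks within that distance made up 19.3% of the no-drug list and 35.8% of the idasanutlin list, so the assigned gene was in most cases more distant.

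Sequence under the summits was searched for the p53 response element, written as 2 adjacent decamers RRRCWWGYYY (R, A or G; W, A or T; Y, C or T) with at most 3 mismatches of 20 positions. Within 50 bp of the summit, 30 of 119 no-drug peaks had an element (25.2%, interval 18.3 to 33.7%), against 0 of 231 windows in the flanks, with an interval up to 1.64%. With idasanutlin, 339 of 2161 peaks had one (15.7%, 14.2 to 17.3%), against 15 of 4306 flanking windows (0.348%). Of these elements, 19 without drug and 82 with idasanutlin matched at every position. Searching the whole peak raised the shares to 39.5% and 33.8%, with 0.433% and 1.46% in flanks of the same width. Within 50 bp of the summit, the no-drug share was 42.4% without chromosomes 8 and Y. Over the whole peak it was 61.8% in single-copy sequence, where the idasanutlin share was 39.9%.

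Element content rose with fold enrichment in the idasanutlin list. From the lowest to the highest quartile of fold enrichment, the share of peaks with an element around the summit was 0.549%, 4.30%, 17.4% and 40.6%. Over the whole peak the shares were 4.40%, 10.3%, 39.6% and 81.1%, and the flanks stayed between 1.11% and 1.69%. In the lowest quartile the summit share (interval 0.187 to 1.60%) overlapped that of its flanks (0.184%, 0.0505 to 0.668%), whereas the whole-peak share (2.97 to 6.46%) lay above its flanks (1.47%, 0.908 to 2.38%). Peaks shared with the no-drug list had an element in the whole peak in 49 of 67 cases (73.1%), and the idasanutlin peaks with no partner in 682 of 2094 (32.6%). Of the 67 shared peaks, 17 lay on chromosome Y, and none of those held an element.

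**Figure D2:**
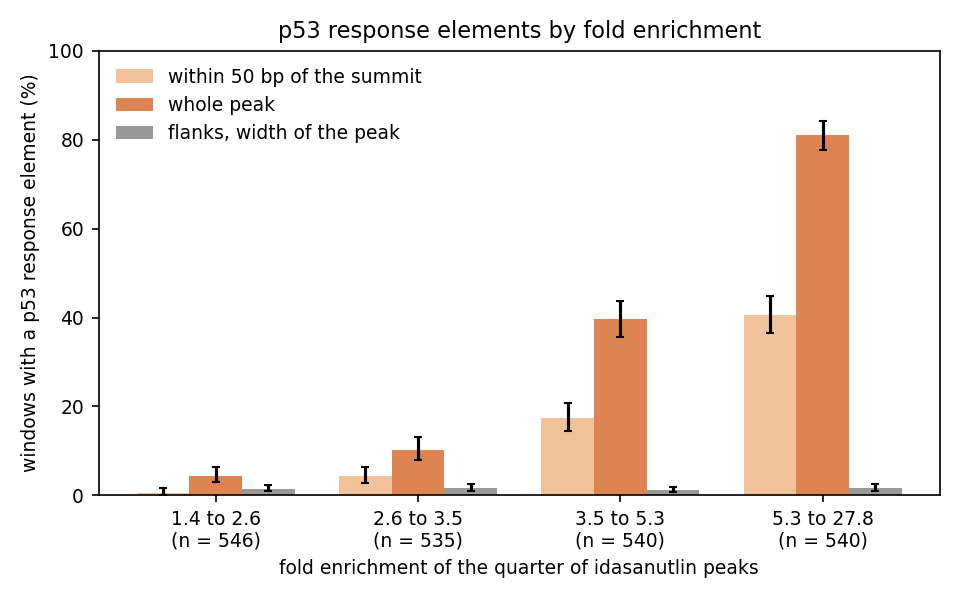
Percentage of idasanutlin peaks with a p53 response element (y axis) in the 4 quartiles of fold enrichment (x axis), for the sequence within 50 bp of the summit, the whole peak and flanking windows of the width of the peak; error bars are 95% Wilson intervals. The whole-peak share climbs from 4.40% to 81.1% while the flanks stay below 2%.

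A panel of 40 established p53 target genes was then looked up in both lists. Without drug, 4 were assigned a peak, and random lists of 40 protein-coding genes held 3 at most in 10000 draws (median 0). With idasanutlin, 21 were assigned a peak (52.5%), where random lists held 9 at most (median 2). Among 20007 protein-coding genes, 65 had a peak without drug (0.325%) and 1171 with idasanutlin (5.85%). The 4 no-drug genes, CDKN1A, PLK2, RPS27L and RRM2B, had overlapping peaks in both lists.

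The CDKN1A peak spanned 36676412 to 36676681 on chromosome 6 (hg38) without drug, with a fold enrichment of 4.27 and rank 98 in its list. By GENCODE its summit fell on an untranslated exon, at the first base of the gene, which runs from 36676460 to 36687337 on the plus strand. The first exon of the canonical transcript starts at 36678714, so the peak lay upstream of that start. With idasanutlin the peak spanned 36676113 to 36676852, with a fold enrichment of 22.5 and rank 9, and 2 further peaks were assigned to the gene. These lay at 36677057 to 36677576 and 36682430 to 36682910, both with summits in introns, with fold enrichments of 8.02 and 5.45. The sequence GAACATGTCCCAACATGTTG, starting at 36676449, matched the element with 2 mismatches. It lay under the no-drug peak and the strongest idasanutlin peak, upstream of the canonical transcript.

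**Figure D3:**
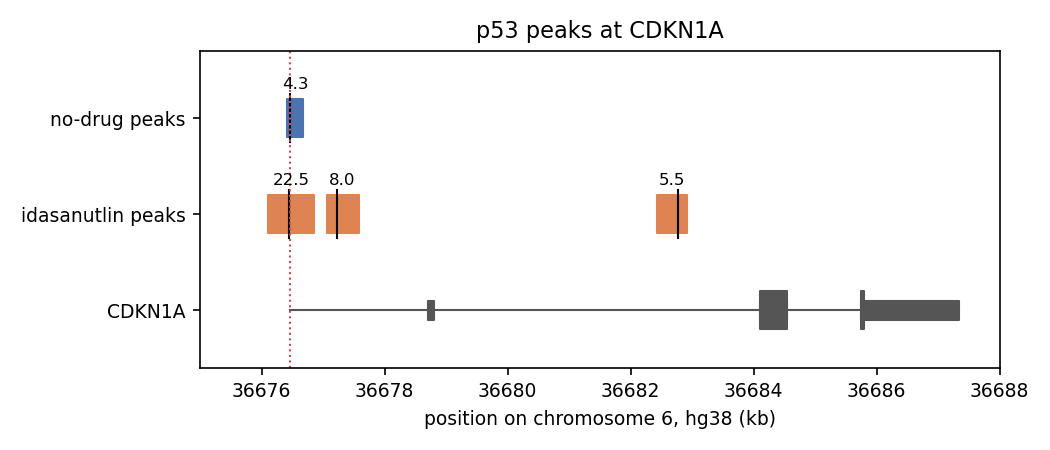
Map of the CDKN1A gene on chromosome 6 (hg38, x axis in kb) with no-drug and idasanutlin peaks as boxes, summits as black lines and fold enrichment printed above; boxes on the gene line are exons of the canonical transcript, taller where coding, and the dotted red line marks the response element starting at 36676449. The single no-drug peak lies inside the strongest idasanutlin peak.

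The other panel peaks present in both lists also carried elements. At PLK2, peaks at 58462148 to 58462431 (no drug, fold enrichment 7.03) and 58462099 to 58462475 (idasanutlin, 8.83) on chromosome 5 lay upstream of the gene, over the sequence GGGCAAGTCCAGGCATGTTT with 0 mismatches. At RRM2B, peaks at 102236724 to 102236987 (no drug, 4.87) and 102236528 to 102237200 (idasanutlin, 7.66) on chromosome 8 were intronic, over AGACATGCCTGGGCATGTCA with 1 mismatch. At RPS27L, the peaks at 63157157 to 63157355 (no drug, 6.47) and 63156945 to 63157602 (idasanutlin, 18.4) on chromosome 15 covered exonic sequence at the start of the gene, with GGGCAAGTCACTACATGCCC (3 mismatches) under the no-drug summit.

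Panel genes assigned a peak only with idasanutlin were MDM2, BBC3, BAX, SESN1, FAS, GDF15, TNFRSF10B, DDB2, AEN, PLK3, CCNG1, GADD45A, TIGAR, TRIM22, CD82, DRAM1 and EDA2R. Of these the BAX, BBC3 and GDF15 peaks had the highest fold enrichments, 13.5, 13.3 and 12.2. The CCNG1, CD82 and DRAM1 peaks lay 531, 59.6 and 21.7 kb from the assigned TSS, and the CCNG1 summit lay in repeated sequence. No element was found in the peaks of CCNG1, CD82, PLK3, DDB2, TIGAR and TNFRSF10B. TP53I3, SESN2, ZMAT3, PHLDA3, XPC, FDXR, BTG2, SPATA18, TP53INP1, TRIAP1, PPM1D, POLH, SUSD6, ASCC3, NINJ1, PMAIP1, SFN and BCL2L1 were assigned no peak in either list. For XPC and TRIAP1 an idasanutlin peak assigned to another gene lay within 10 kb of a GENCODE TSS. Among genes chosen as regulators or markers, MYC, NANOG, MKI67, CD34, CD38, ABL1 and BCR were assigned no peak in either list.

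The 10 most enriched idasanutlin peaks were mostly far from genes. The first was an intergenic peak on chromosome 21 (33366762 to 33367830), 35.1 kb from the TSS of IFNGR2, with a fold enrichment of 27.8 and the element AGACATGTTCAGACATGCCT at 0 mismatches. Next came intergenic peaks assigned to FAM3C (chromosome 7, 121510607 to 121511578, 27.4), NPL (chromosome 1, 182761279 to 182762017, 26.5) and LINC01732 (chromosome 1, 181134735 to 181135545, 25.9). A peak assigned to RDM1P5 (chromosome 17, 39046098 to 39047434, 24.9) lay, by GENCODE, in an intron of the non-coding gene LRRC37A11P, and one assigned to CCNG2 (chromosome 4, 77332747 to 77333439, 24.05) in an intron of CCNG2. Each of these 6 peaks held an element with 0 mismatches and overlapped a no-drug peak. CDKN1A stood at rank 9. A further pair, both assigned to SPRY3 on chromosome Y (56751492 to 56756396, 23.4, and 56762140 to 56771459, 20.4), lay in repeated sequence and held no element.

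Of the 10 most enriched no-drug peaks, 9 overlapped an idasanutlin peak. The regions assigned to RDM1P5, LINC01732, NPL, IFNGR2 and FAM3C were among the 10 in both lists. SBF2 (chromosome 11, 10044491 to 10044977, 12.9) was the only promoter peak, in an intron of SBF2 near an alternative start, with TAACTTGCCCAGACATGTCC at 1 mismatch. The others were assigned to CD70 (chromosome 19, 6577372 to 6577846, 11.8), LINC00922 (chromosome 16, 65769010 to 65769397, 10.1) and PLAC8 (chromosome 4, 83170924 to 83171376, 8.72), each intergenic with an element of 0 mismatches in the peak. The exception was the most enriched no-drug peak, on chromosome 4 (49709232 to 49710176, 15.4), whose summit lay in repeated intergenic sequence 681 kb from the TSS of CWH43, with no element and no idasanutlin partner.

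Counts per chromosome were uneven in the no-drug list. Chromosome 8 held 28 of the 119 peaks, 1.93 per 10 Mb, and chromosome Y held 25, or 4.37 per 10 Mb, where the median chromosome had 0.209. In the idasanutlin list the median was 6.84 per 10 Mb. Chromosome 8 held 139 peaks (9.58 per 10 Mb), chromosome Y 39 (6.81) and chromosome 21 the most for its length, 97 (20.8). Merging peaks within 1000 bp of each other left 28 and 20 no-drug peaks on chromosomes 8 and Y. On chromosome Y the idasanutlin count dropped from 39 to 9.

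**Figure D4:**
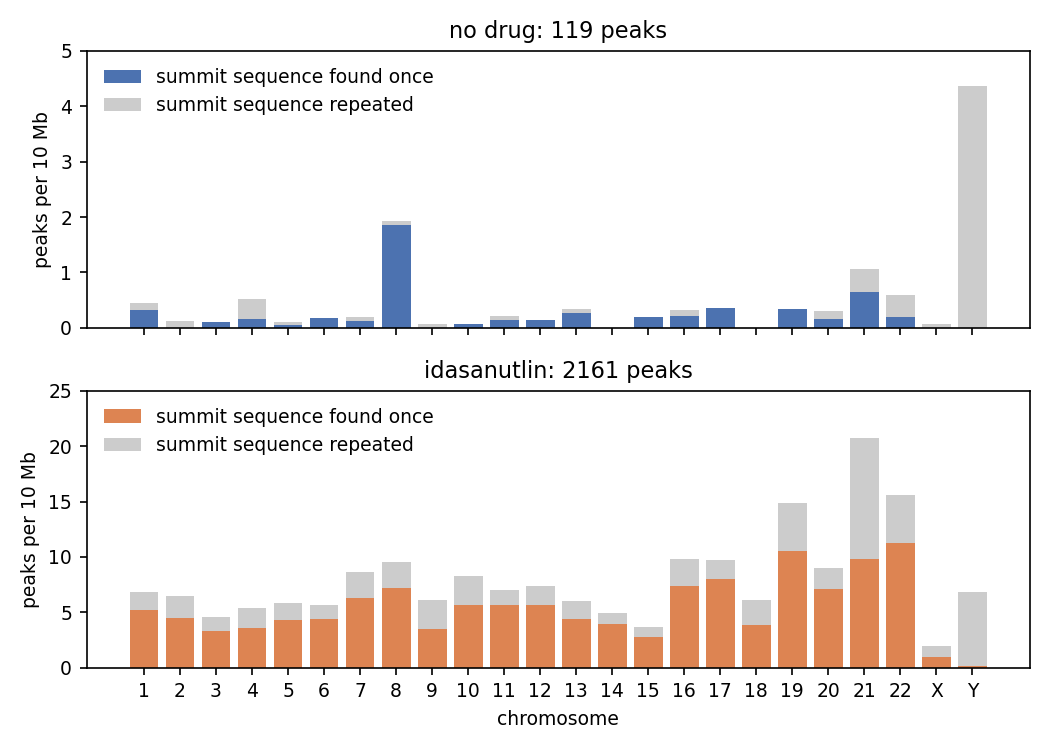
Peaks per 10 Mb (y axis) on each chromosome (x axis) without drug (top) and with idasanutlin (bottom), on separate scales; coloured bars are peaks whose summit lies in single-copy sequence and grey bars those in repeated sequence. Without drug, chromosome 8 (1.93, almost all single-copy) and chromosome Y (4.37, all repeated) stand above the other chromosomes.

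Of the 44 no-drug peaks with no idasanutlin partner, 22 lay on chromosome 8 in single-copy sequence, 19 in repeated sequence of other chromosomes and 3 in single-copy sequence elsewhere. Among the 75 shared no-drug peaks, 47 held an element in the whole peak (62.7%, interval 51.4 to 72.7%), all outside chromosome Y. There were 50 shared peaks outside that chromosome, and the 25 on it held no element. None of the 44 peaks without a partner held an element, around the summit or in the whole peak (0%, Wilson interval up to 8.03%). The highest fold enrichments among them were those of 3 neighbouring peaks on chromosome 4 assigned to CWH43 (15.4, 7.15 and 6.36), a peak on the same chromosome at 51107307 to 51107558 assigned to DCUN1D4 (7.88), and a peak on chromosome 8 at 90475669 to 90475922 (6.19), in an intron of the non-coding gene LINC00534, which was tied with a peak on the same chromosome at 116018218 to 116018460 assigned to TRPS1 (6.19).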

Values the study reported

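The study cultured BV173 cells for 6 hrs with or without 300 nM idasanutlin before p53 ChIP-sequencing, and called narrow peaks at a q value of 0.05.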

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

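The alternatives listed with the methods were chosen before the data were examined, except the restrictions to single-copy sequence, to peaks with an element and to chromosomes other than 8 and Y, and the count of targets by GENCODE TSS, which were chosen only after the results were seen. No paired analysis was possible because each condition had 1 library. Of 85 values recomputed under an alternative, 59 stayed close to the reported value (counts within 1.5 times, shares within their interval, list percentiles on the same side) and 26 moved. Some of the 59 had no room to move: flanks at 10000 bp act on the flanking share alone, and the list percentiles were all at 100. The idasanutlin list held more peaks than the no-drug list as a whole under every alternative, but on chromosome Y the order of the lists reversed, from 25 no-drug and 39 idasanutlin peaks as called to 20 and 9 after merging. The reversal is one of counts alone, since merging joins neighbouring wide peaks. In the stretch that held all 25 no-drug peaks, idasanutlin peaks covered 92.0% and no-drug peaks 7.24%.

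The no-drug count of 119 peaks was 68 in single-copy sequence, 66 without chromosomes 8 and Y, and 47 when an element in the whole peak was required. The idasanutlin count of 2161 was 609 at a fold enrichment of at least 5 and 731 with an element in the whole peak. The ratio of the counts, 18.2, ranged from 7.61 at a fold enrichment of at least 5 to 30.05 without chromosomes 8 and Y. The fold filter acts unevenly because the idasanutlin list had the lower median fold enrichment. A q below 0.01 removed 0 no-drug peaks and 92 idasanutlin peaks, and the restriction to chromosomes 1 to 22, X and Y removed none, so these say little about stability.

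The shared share of no-drug peaks was 63.0% under 1 bp, 50% of the shorter peak and a gap of 500 bp alike, and 53.8% with summits within 100 bp. The high rank of shared peaks held for fold enrichment, −log10 q, width and summit distance. Promoter shares within 1 kb of a TSS were 4.202% and 8.84%, lower by construction. In single-copy sequence the distal intergenic shares were 48.5% without drug and 38.75% with idasanutlin. The promoter shares there were 13.2% and 19.7%. Among the 100 most enriched idasanutlin peaks, 60% were distal intergenic and 20% were in promoters; the cause was not tested. Genes assigned a peak within 10 kb of their TSS numbered 23 and 667, and no-drug peaks within 50 kb named 50 genes, fewer by construction.

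Element shares depended on the window. Within 100 bp of the summit they were 39.5% without drug and 27.0% with idasanutlin, and in the whole peak 39.5% and 33.8%. In single-copy sequence they were 38.2% and 18.2%, and without chromosomes 8 and Y the no-drug share was 42.4%. For idasanutlin, 2 mismatches gave 12.96% and a spacer of up to 13 bp gave 22.03%, the latter with 3.74% in the flanks. Every one of these shares stayed above its flanks. Over all peaks, the separation of the lists also depended on the window: the window of 50 bp to either side put the no-drug share above the idasanutlin share beyond the intervals, while the whole-peak intervals (31.2 to 48.5% and 31.9 to 35.8%) overlapped. In single-copy sequence the whole-peak intervals did not overlap (49.9 to 72.4% and 37.5 to 42.4%), with the no-drug share again the higher. Counts of panel genes stayed within 1.5 times under all alternatives tried, and both counts exceeded all length-matched random lists (3 and 10 at most).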

Other observations

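The tests of sequencing depth, of extra copies of chromosome 8, of repeat copies missing from the assembly, and the split of chromosome 8 peaks by partner were chosen only after the results were seen. Because drug and library coincide, a difference in immunoprecipitation efficiency between the 2 ChIP libraries was not tested and stays open beside an effect of the drug throughout.

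The idasanutlin list held many times more peaks than the no-drug list. A deeper idasanutlin library is argued against by the recovered depths, which put the no-drug library at 1.07 times its depth. Reads shared between repeat copies are argued against as well, since in single-copy sequence the ratio of peak counts was 22.4, above the ratio of all peaks. Occupancy of p53 at its response element may account for part of the gain: single-copy peaks with an element around the summit rose from 26 to 277, a ratio of 10.7, and with an element in the whole peak from 42 to 607, a ratio of 14.5. Single-copy peaks without one rose from 26 to 913, a ratio of 35.1. Most of the 26 lay on chromosome 8, where 4 of 27 single-copy peaks had an element in the whole peak. On the other chromosomes 38 of 41 had one without drug and 559 of 1416 with idasanutlin. The ratios of element-bearing peaks lay above 1 but below the 22.4 of all single-copy peaks. Peaks without an element rose more, so how much of the gain occupancy at the element accounts for stays open.

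Chromosome 8 held 28 no-drug peaks, more than any other chromosome. The median copy number of sequence at their summits was 1, which argues against repeat copies. Only 7.14% had an element around the summit, against 58.5% of the no-drug peaks in single-copy sequence elsewhere, which argues against p53 at its element as the source of the group as a whole. The group splits by partner. The 22 peaks with no idasanutlin partner, all between 64055031 and 137720598 on the long arm, had pileups of 15 to 21 and no element (0 of 22, where 3 counts would be 13.6%). Of the 6 with a partner, 83.3% had an element in the whole peak, and occupancy of p53 at its element remains a candidate explanation for these.

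Extra copies of chromosome 8 in the cell line could raise weak signal along the whole arm, and bear on the 22. Over idasanutlin peaks in single-copy sequence, the median control background was 10.2 on chromosome 8 against 5.91 on the other autosomes together. Chromosome 8 was not the highest, since the medians were 14.8 on chromosome 21 and 13.9 on chromosome 22, so this value alone is a weak sign of a gain. On the long arm (beyond 45 Mb) 0 of 87 such peaks had a control background at the genome-wide minimum, and the lowest was 1.30 times that minimum, whereas 239 of 1400 on other autosomes were at it. Restricted to peaks with an element, the counts were 0 of 42 and 188 of 547. In the no-drug list, 11 of 26 single-copy long-arm peaks were at the minimum (42.3%, interval 25.5 to 61.1%) and 11 of 41 on other autosomes (26.8%, 15.7 to 41.9%), with overlapping intervals. All 11 were among the 22 peaks in question, whereas of the no-drug peaks with an element 0 of 3 on the long arm (lowest 2.10 times the minimum) and 10 of 38 on other autosomes were at it. With 3 peaks (interval 0 to 56.1%), the element-bearing count says nothing about a gain in the no-drug control. Whether a gain explains the 22 peaks cannot be told apart from other sources here, because called peaks are selected for a low control value and coverage outside peaks was not analysed. A control that did not carry the same chromosome 8 content as the no-drug ChIP library is a hypothesis that coverage of the inputs along the arm would test.

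On chromosome Y, all 25 no-drug peaks and 31 idasanutlin peaks lay between 56673281 and 56771459. The idasanutlin peaks covered 92.0% of this 98.2 kb stretch, with a median width of 1975 bp, and the no-drug peaks covered 7.24%. The summit sequences occurred a median of 27 times in the genome, so reads from other copies may have been placed there, although sharing of reads alone would act on the control as well. No peak of the stretch held an element, where 3 counts of the 25 no-drug peaks would be 12.0%, which argues against p53 at its element. Repeat copies missing from the assembly would raise ChIP and input alike. Of the idasanutlin peaks, which covered 92.0% of the stretch, 64.5% had a control background at the genome-wide minimum, which argues against that source. The no-drug share was 84.0%. It cannot decide the question, because called peaks are selected for a low control value and these covered only 7.24%. What set the ChIP libraries apart from their controls in this repeat was not resolved, and the peaks were assigned to genes by distance alone.

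The weakly enriched idasanutlin peaks differed from the others in sequence. In the lowest quartile of fold enrichment 47.1% of summits (interval 42.9 to 51.3%) lay in repeated sequence, against 22.96% (19.6 to 26.7%) in the highest, so reads shared between repeat copies may contribute to this quartile. Occupancy at a response element stays open for a small part: 0.549% had one around the summit, within the interval of the flanks, but 4.40% had one in the whole peak, above the 1.47% in the flanks. The median control background of the lowest quartile was 7.81 times the genome-wide minimum, which follows in part from fold enrichment having the background in its denominator.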
